A study of Mus musculus with 6 samples. Its data were reported in "The Capicua C1 Domain Is Required for Full Activity of the CIC::DUX4 Fusion Oncoprotein" (2024).

How the data were processed

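Poly(A)-selected, strand-specific RNA-seq was carried out on 6 clonal lines of NIH/3T3, an immortalised mouse embryonic fibroblast line. The clones had been transduced with a retrovirus that carried an EGFP reporter and either no insert (empty vector, EV), the full-length human fusion oncoprotein CIC::DUX4 (CD4), or CIC::DUX4 without the C1 domain (dC1), a conserved domain of the transcriptional repressor CIC. There were 2 clones per group, taken as replicates: EV clones B6 and E8, CD4 clones D4 and D8, and dC1 clones B5 and C10. RNA was collected after about 48 hours in culture. The groups were taken from the genetic modification given for each sample and the clone names from the sample titles. The clone names do not link a clone of one group to a clone of another.

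The deposited counts are read pairs per gene and were made by the authors with STAR on GRCm39, from column 4 of its gene count output, which keeps the strand of the library. The annotation release was not stated. The authors also deposited log2 CPM, where CPM is the count scaled to library size, computed with edgeR after a filter on low counts and TMM normalization. Recomputing log2 CPM from the deposited counts with a prior count of 2 gave the same 13729 genes, with a largest absolute difference of 4.97e-14. STAR counts only pairs that map to a single place, so genes with a near-identical copy lose reads, and pairs that overlap more than 1 gene on the same strand are left out. The human transgene was not part of the counted genes, and its level was not analysed here. The paper reported more fusion protein in the dC1 clones than in the CD4 clones. A contrast of dC1 with CD4 therefore also carries a difference in fusion protein.

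The count table lists 40213 genes, of which 18094 had no read in any sample. Library totals ranged from 28425857 to 32677186 reads. Genes were filtered with filterByExpr by group, which left 13729 genes, and libraries were scaled by TMM. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood F-test, with the estimation of the earlier edgeR release that the authors used. All 6 samples entered a model with a mean per group. The fit had 3 residual degrees of freedom and 3.25 prior degrees of freedom. The P-values were adjusted by the Benjamini-Hochberg method over all tested genes. A gene was called at an adjusted P under 0.01 and an absolute log2 fold change over 2. Standard errors (SE) are the absolute log2 fold change divided by the square root of F. The common dispersion gave a biological coefficient of variation of 25.6%. With 2 clones per group, a permutation of labels cannot give a small P, and every P-value rests on the model across genes.

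A fold change against a group with at most 3 reads in each clone was computed against 3 reads and is given as a lower bound. Confidence intervals of shares are 95% Wilson intervals. They and the floor of 3 reads cover counting error only, since reads amplified by PCR are not independent molecules. Gene positions are from GENCODE release M39 on GRCm39, matched by symbol, which placed 13125 of the 13729 tested genes (95.6%).

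The genes named were set by rule before the data were examined, as were the design and all alternatives except the removal of chromosome medians, which was chosen after seeing the data. They are the 6 CIC targets that the study plots (Ccnd2, Dusp6, Etv1, Etv4, Etv5 and Vgf), mouse Cic, and for each contrast and direction the 3 called genes with the largest absolute log2 fold change. The latter also needed non-overlapping CPM between the clones of the groups compared and at least 10 reads in each clone of the higher group. A list of 16 CIC target and MAPK feedback genes, which contains the 6 plotted genes, was tested as a set with fry (limma 3.58.1) on log2 CPM, and with camera as an alternative. The fry P-values were adjusted by the Benjamini-Hochberg method over the 3 contrasts, an adjustment chosen after seeing the data. Before adjustment they were 0.000204, 0.00171 and 0.00160 for the whole list.

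CD4-induced genes are those called higher in CD4 than in EV. The retained share of a gene is its log2 fold change in dC1 over EV as a percent of that in CD4 over EV. The position of a clone on the EV to CD4 axis is its projection on the line from the mean of the EV clones (0) to the mean of the CD4 clones (1) over all tested genes. Genes called higher in CD4 or dC1 than in EV were row-scaled and clustered by complete linkage into 3 clusters. Because both contrasts against EV share the same EV clones, counts were simulated 20 times for each of 3 cases from the fitted means and dispersions: dC1 unchanged from EV, dC1 equal to CD4, and both unchanged from EV.

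Alternatives were other size factors (RLE, upper quartile, library size only), the edgeR 4 estimation, DESeq2 1.42.0 on the same genes, no filter beyond 1 read, a mean CPM of at least 1, fits of only the groups compared, other thresholds, and leaving out each clone in turn. The test was tried on simulated data for 13388 genes with 200 genes changed by a log2 fold change of 4. It recovered 96.5% of the changed genes with 5 false calls, and made 0 calls in the contrast that was left unchanged. On the same simulated data DESeq2 recovered 99.0% with 14 false calls and made 9 calls in the unchanged contrast.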

Results

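RNA-seq counts were analysed for 6 NIH/3T3 clones, with 2 clones in each of the groups EV, CD4 and dC1. The totals were 29948948 and 29586610 reads in the EV clones, 28425857 and 28817861 in the CD4 clones, and 32677186 and 31043630 in the dC1 clones. Between 16983 and 18059 genes had at least 1 read in a clone. The 10 most abundant genes took from 5.54% of the reads in EV clone B6 to 7.39% in CD4 clone D8. The TMM factors ranged from 0.916 in CD4 clone D8 to 1.04 in EV clone B6.

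Clones of the same group differed less than clones of different groups. The number of tested genes that differed more than 4-fold in CPM was 346 between the EV clones, 420 between the CD4 clones and 257 between the dC1 clones. It was 1330 to 1931 between EV and CD4 clones, 920 to 1081 between EV and dC1 clones, and 1075 to 1471 between CD4 and dC1 clones. In multidimensional scaling, the first dimension held 51.7% of the variance and the second 26.7%. On the EV to CD4 axis the dC1 clones stood at 0.375 (B5) and 0.440 (C10), with a mean of 0.408 ± 0.0463 (SD, n = 2). The CD4 clones stood at 0.901 (D4) and 1.10 (D8). The dC1 position was 0.459 without EV replicate 1, the alternative that moved it most. The displacement of dC1 from EV lay 31.3% along this axis and 68.7% off it, as percents of its squared length.

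The first comparison asked which genes the full-length fusion changes. In CD4 against EV, 328 genes were called higher and 140 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted P under 0.01 and absolute log2 fold change over 2). The median log2 fold change was 3.63 for the higher genes, or 3.62 with the 92 genes at or under 3 reads in both EV clones set to their bound. It was -2.89 for the lower genes, with or without such bounds. The counts moved most when tested against a log2 fold change of 1 (glmTreat), which called 130 genes higher and 20 lower, and without the filter on low counts 600 genes were called higher and 562 lower. Without dC1 replicate 1, which leaves all CD4 and EV clones in the fit, 197 genes were called higher and 45 lower.

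The second comparison asked what remains of this program without the C1 domain. In dC1 against EV, 75 genes were called higher and 23 lower by the same test. Without either of the CD4 clones in the fit, 17 genes were called higher and 11 lower. Of the 75 genes, 44 (58.7%) were also called higher in CD4, and 12 genes were called lower in both. In total 359 genes were called higher in CD4 or dC1. In simulations with dC1 unchanged from EV, 0 genes were called in both contrasts in each of 20 runs, and 0 to 1 genes were called higher in dC1. With so few calls in dC1, an overlap of 0 follows and gives no reference for the overlap among 75 calls. These runs called 573 to 637 genes higher in CD4, more than the data. The log2 fold changes of the contrasts against EV correlated across genes with r = 0.555 and rho = 0.488, where genes are not independent replicates. The same r was 0.143 (0.112 to 0.171) in simulations with dC1 unchanged from EV, and 0.501 (0.460 to 0.532) with both groups unchanged. With EV clone B6 as control of CD4 and E8 of dC1, r was 0.413, and with the reverse it was 0.443.

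The third comparison set dC1 directly against CD4. Here 81 genes were called higher and 142 lower in dC1. Among the 328 CD4-induced genes, 306 (93.3%) had a lower fitted level in dC1 than in CD4, and 131 of them were lower at an adjusted P under 0.01. There were 2 CD4-induced genes that were higher in dC1 than in CD4 at that threshold. Of the CD4-induced genes, 50 remained higher in dC1 than in EV at an adjusted P under 0.01, 9 of which were also lower than in CD4. Neither difference passed the threshold for 156 genes. The median retained share was 43.7%, with quartiles of 15.8% and 69.9%, and 38.5% with genes at the floor set to their bound. Per clone, on log2 CPM, it was 34.3% in B5 and 40.7% in C10. In simulations with dC1 equal to CD4, choosing genes on CD4 gave 56.9% (52.0% to 60.4%) of genes lower in dC1, a retained share of 98.4% and 0 genes lower at the threshold. These simulations called more genes than the data, with a median of 638.5 higher in CD4 against 328 observed. When genes were chosen on an EV and a CD4 clone and measured on the others, the share lower in dC1 was 84.4% to 86.0% and the retained share 26.6% to 33.4%. These choices gave 764 to 876 genes, so the values are not those of the 328 genes measured again. The 140 genes lower in CD4 were also less changed in dC1, where 126 (90.0%) had a higher fitted level than in CD4, with a median retained share of 35.9%. Of the 140 genes, 37 were higher in dC1 than in CD4 at an adjusted P under 0.01. No simulation or choice on other clones was made for this set. The effect of choosing its genes on low values in CD4 was therefore not measured.

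**Figure D1:**
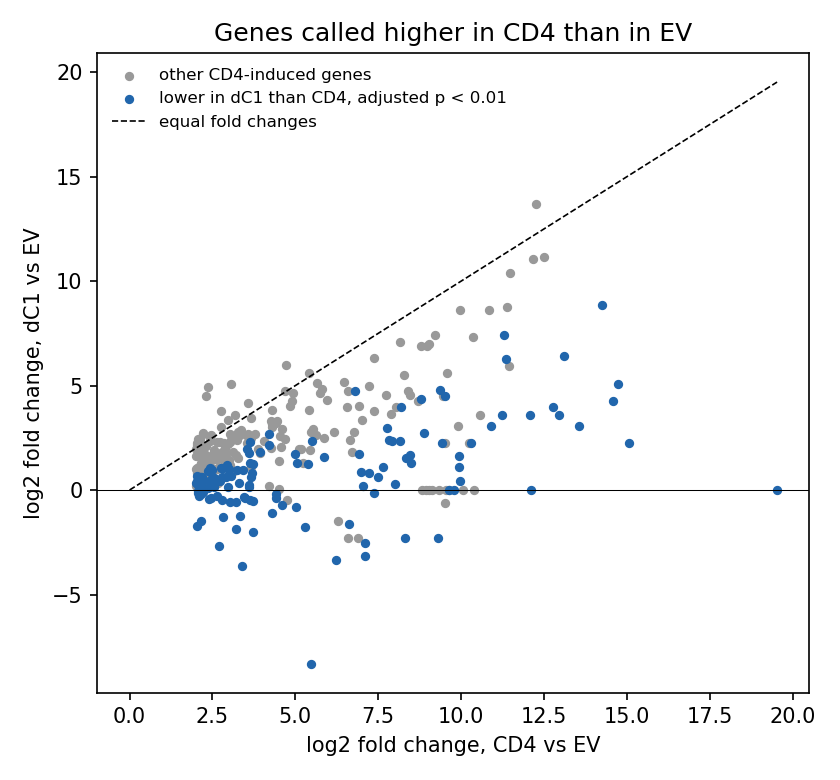
Log2 fold change in dC1 against EV (vertical axis) and in CD4 against EV (horizontal axis) for the 328 genes called higher in CD4, one point per gene, with the dashed line at equal fold changes. Blue points are the 131 genes lower in dC1 than in CD4 at an adjusted P under 0.01, and 306 of the 328 genes lie under the line.

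The CIC targets that the study plots differed in how far they depended on the C1 domain. All 6 were higher in CD4 than in EV at an adjusted P under 0.01, 4 were higher in dC1 than in EV and 2 were lower in dC1 than in CD4. Adjusted over the list alone, these counts were 6, 5 and 4. Vgf (chromosome 5, 137055246 to 137062205, GRCm39) had 169 and 84 reads in the EV clones, 612470 and 703790 in the CD4 clones, and 319708 and 303649 in the dC1 clones. It took 2.44% of all reads in CD4 clone D8 (95% Wilson interval 2.44% to 2.45%). The log2 fold change of Vgf was 12.51 ± 0.52 (SE) in CD4 over EV (edgeR adjusted P = 0.000372) and 11.17 ± 0.50 in dC1 over EV (edgeR adjusted P = 0.00198), while dC1 against CD4 gave -1.34 ± 0.33 (edgeR adjusted P = 0.0345). In the last contrast the adjusted P of Vgf passed 0.01 under DESeq2 (9.75e-06) and without the filter (0.00214), and ranged up to 0.111 with the edgeR 4 estimation.

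The ETS factors Etv1 (chromosome 12, 38828851 to 38920483), Etv4 (chromosome 11, 101660568 to 101676197) and Etv5 (chromosome 16, 22200052 to 22259662) kept most of their log2 induction in dC1. The log2 fold changes in CD4 over EV were 4.91 ± 0.30 (SE) for Etv1, 5.80 ± 0.37 for Etv4 and 4.45 ± 0.32 for Etv5. In dC1 over EV they were 4.27 ± 0.29, 4.81 ± 0.36 and 3.30 ± 0.31, with edgeR adjusted P-values of 0.00346, 0.00398 and 0.00659. Without CD4 replicate 1 in the fit, the adjusted P-values in dC1 over EV were 0.0106 for Etv4 and 0.0121 for Etv5, above the threshold of 0.01. The differences between dC1 and CD4 did not pass the threshold, with adjusted P-values of 0.115, 0.0645 and 0.0350. In this contrast Etv4 and Etv5 passed it under DESeq2 (adjusted P = 0.00425 and 0.000299) and without the filter (adjusted P = 0.00939 and 0.00197). Over all alternatives the adjusted P ranged up to 0.0866 for Etv4 and 0.0448 for Etv5.

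Ccnd2 (chromosome 6, 127102125 to 127129156) and Dusp6 (chromosome 10, 99086564 to 99103361) were lower in dC1 than in CD4. Ccnd2 had 231 ± 31.5 CPM in EV, 7732 ± 2775 in CD4 and 561 ± 164 in dC1 (mean ± SD, n = 2). Its log2 fold change was 5.06 ± 0.39 (SE) in CD4 over EV (edgeR adjusted P = 0.00140), 1.28 ± 0.33 in dC1 over EV (edgeR adjusted P = 0.0670) and -3.78 ± 0.37 in dC1 against CD4 (edgeR adjusted P = 0.00391). In dC1 over EV the adjusted P of Ccnd2 passed 0.01 under DESeq2 (0.000677) and without the filter (0.00306), and ranged up to 0.154 with chromosome medians removed. Dusp6 had 76.9 ± 17.5 CPM in EV, 407 ± 91.5 in CD4 and 57.5 ± 13.8 in dC1 (mean ± SD, n = 2). Dusp6 rose by a log2 fold change of 2.40 ± 0.27 in CD4 over EV (edgeR adjusted P = 0.00375). In dC1 it was not distinguished from EV (log2 fold change -0.42 ± 0.26, edgeR adjusted P = 0.352) and was below CD4 (-2.82 ± 0.28, edgeR adjusted P = 0.00405).

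**Figure D2:**
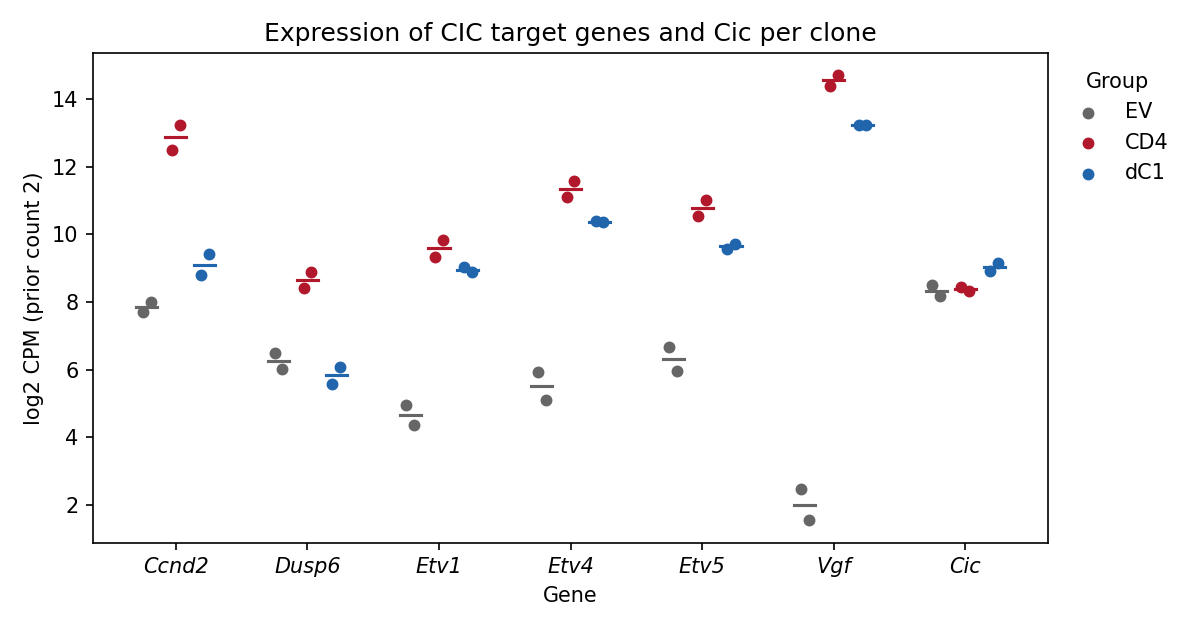
Log2 CPM (vertical axis, prior count 2) of the 6 CIC targets and mouse Cic in each clone, with points for clones and short lines for the mean of the 2 clones in EV, CD4 and dC1. Dusp6 in dC1 lies at the level of EV, whereas Vgf, Etv1, Etv4 and Etv5 in dC1 lie closer to CD4 than to EV.

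As a set, the 16 listed genes were higher in CD4 than in EV (limma fry, adjusted P = 0.000611), higher in dC1 than in EV (limma fry, adjusted P = 0.00171) and lower in dC1 than in CD4 (limma fry, adjusted P = 0.00171). The direction was shared by 14, 13 and 15 of the 16 genes. The median log2 fold changes were 3.69, 1.16 and -1.59, and were unchanged to these decimals with Shc3, which had at most 1 read in each EV clone, set to its bound. At an adjusted P under 0.01, 14, 4 and 7 of the 16 genes passed in these contrasts, and 15, 11 and 11 adjusted over the list alone. Under camera with a correlation of 0.01, P was 4.79e-09, 1.45e-05 and 1.64e-07. Under camera with an estimated correlation, P was 0.0456 for CD4 over EV, 0.0919 for dC1 over EV and 0.0597 for dC1 against CD4, so the latter contrasts did not hold at 0.05. For the genes of the list that the study does not plot, limma fry gave adjusted P-values of 0.000563, 0.00861 and 0.000606. Under camera with an estimated correlation these were 0.0295, 0.0976 and 0.0234 without adjustment, so dC1 over EV did not hold at 0.05. Of these 10 genes, 8, 0 and 5 passed an adjusted P under 0.01, and in dC1 over EV 8 had an unadjusted P under 0.05. Those 8 include Spry2 and Phlda1, which were lower in dC1 than in EV. Their log2 fold changes there were -1.77 and -0.91 (edgeR unadjusted P = 0.00434 and 0.00833). The counts of passing genes take either direction. Spry2 and Phlda1 had negative log2 fold changes of -0.84 and -1.01 in CD4 over EV, with edgeR adjusted P-values of 0.152 and 0.0248.

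The largest changes were in genes with few or no reads in the other group. Muc5ac (chromosome 7, 141342709 to 141372968) had 0 reads in all EV and dC1 clones and 87090 and 84210 reads in the CD4 clones. It was at least 31700-fold higher in CD4 than in EV (edgeR adjusted P = 0.000510) and at least 34000-fold higher in CD4 than in dC1 (edgeR adjusted P = 0.000915). Kpna7 (chromosome 5, 144920329 to 145020840) was at least 1420-fold higher in CD4 than in EV (edgeR adjusted P = 0.000586), and Pdzd2 (chromosome 15, 12359797 to 12740193) at least 1150-fold higher (edgeR adjusted P = 0.000238). Pdzd2 had 4 and 5 reads in the dC1 clones against 3165 and 3039 in the CD4 clones. Of the genes lower in CD4 than in EV, Fam135b (chromosome 15, 71303458 to 71600151) was at least 94.6-fold lower, Tcim (chromosome 8, 24927196 to 24929000) at least 25.1-fold lower and Vnn1 (chromosome 10, 23770586 to 23781241) at least 23.5-fold lower, with edgeR adjusted P-values of 0.00537, 0.00840 and 0.00579. Without dC1 replicate 1 in the fit, the adjusted P was 0.0218 for Tcim and 0.0168 for Vnn1. Tcim had 130 reads in EV clone B6 and 40 in E8, so its bound rests mostly on B6. The log2 fold change of Tcim was -8.35 without B6 and -9.98 without E8. Fam135b had an adjusted P of 0.0645 under DESeq2.

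In dC1 over EV, Vgf was joined by Rhbdl2 (chromosome 4, 123681552 to 123723993), at least 562-fold higher, and the long noncoding RNA gene A730060N03Rik (chromosome 15, 78003906 to 78028342), at least 89.9-fold higher, with edgeR adjusted P-values of 0.00346 and 0.00465. Rhbdl2 had 493 and 611 reads in the CD4 clones and 1381 and 2215 in the dC1 clones. Lower in dC1 than in EV were Lama4 (chromosome 10, 38841141 to 38998403), at least 1050-fold, Ptpn13 (chromosome 5, 103573043 to 103747066), at least 146-fold, and Il16 (chromosome 7, 83292016 to 83395370), at least 35.5-fold, with edgeR adjusted P-values of 0.00595, 0.00624 and 0.00891. Without CD4 replicate 1 in the fit, the adjusted P-values were 0.0109 for Rhbdl2, 0.0108 for A730060N03Rik, 0.0147 for Ptpn13 and 0.0205 for Il16, all above 0.01. Lama4 had 2 and 0 reads in the dC1 clones and 1706 and 578 in the CD4 clones.

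Between dC1 and CD4, Fli1 (chromosome 9, 32333500 to 32454157) moved in opposite directions. It had 33 and 46 reads in the EV clones, 1348 and 1786 in the CD4 clones and 0 in both dC1 clones. The log2 fold change of Fli1 in CD4 over EV was 5.46 ± 0.33 (SE, edgeR adjusted P = 0.00145), and it was at least 14.2-fold lower in dC1 than in EV (edgeR adjusted P = 0.00891). Genes with an adjusted P under 0.01 in both contrasts against EV changed in the same direction in 105 cases and in opposite directions in 2. The other of these was Lbh (chosen after its values were seen), with log2 fold changes of 2.02 ± 0.20 in CD4 and -1.70 ± 0.20 in dC1 (edgeR adjusted P = 0.00285 and 0.00966). Higher in dC1 than in CD4 were Nid2 (chromosome 14, 19801298 to 19861855), with a log2 fold change of 6.10 ± 0.45, Rnf144a (chromosome 12, 26350963 to 26465294), at least 18.6-fold, and the long noncoding RNA gene AW011738 (chromosome 4, 156287656 to 156295023), at least 33.3-fold. The edgeR adjusted P-values were 0.00247 for Nid2, 0.00979 for Rnf144a and 0.00791 for AW011738. That of Rnf144a was 0.0105 under upper quartile normalization, 0.0106 with library size only and 0.0104 with a mean CPM of at least 1. It was highest, 0.0172, with the edgeR 4 estimation. In the other fits that gave an adjusted P for Rnf144a it was under 0.01, including DESeq2 (0.000116). Rnf144a had 174 and 447 reads in the EV clones, 1 and 0 in the CD4 clones and 71 and 62 in the dC1 clones. Its contrast thus reflects a low level in CD4 and no rise in dC1 over EV. Nid2 had 868 and 442 reads in EV, 49 and 30 in CD4 and 3996 and 2483 in dC1. AW011738 had 7 and 17, 1 and 2, and 151 and 89 reads. Both were below EV in the CD4 clones and above EV in the dC1 clones.

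Clustering of the 359 genes into 3 clusters gave 30 genes with their highest mean in dC1, 129 genes high in CD4 with dC1 near EV, and 200 genes high in CD4 with dC1 in between. The median log2 fold changes of the 129 genes were 5.03 in CD4 over EV and 0.21 in dC1 over EV, or 4.37 and 0.15 with genes at the floor set to their bound, and 95 of them differed between dC1 and CD4 at an adjusted P under 0.01. Those of the 200 genes were 3.25 and 2.29, or 3.24 and 2.12 with such bounds, and 36 of them differed. Dusp6 fell in the cluster of 129 genes and the other 5 plotted targets in that of 200. The sizes depended on single clones and on the linkage. In the fits that each left out a clone, the cluster with dC1 near EV held 183 to 266 genes. The cluster with dC1 in between held 0 to 146, so it was the smaller of these clusters in every such fit. With average linkage they held 169 and 164 genes. Without dC1 replicate 2, the cluster with its highest mean in dC1 held 93 genes and the cluster with dC1 in between held 0.

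Mouse Cic (chromosome 7, 24967095 to 24993584) had 324 ± 50.3 CPM in EV, 334 ± 21.9 in CD4 and 527 ± 64.4 in dC1 (mean ± SD, n = 2). Cic did not differ between CD4 and EV (log2 fold change 0.04 ± 0.18, edgeR adjusted P = 0.870), and the sign of this value changed with the scaling and with the clones used. Its log2 fold change was -0.11 without EV replicate 2 and -0.04 without CD4 replicate 1. In dC1 it was higher in both clones than in all EV and CD4 clones, with a log2 fold change of 0.70 ± 0.18 over EV (edgeR adjusted P = 0.0613) and 0.66 ± 0.18 over CD4 (edgeR adjusted P = 0.0422), neither of which passed the threshold. Under DESeq2 these adjusted P-values were 0.00130 and 0.00174, and over all alternatives they ranged up to 0.0936 and 0.0441.

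Clones also differed over whole chromosomes. Of 120 pairs of a clone and a chromosome, 11 had a median log2 ratio to the other clones beyond 0.2 in either direction. The median was -0.60 for chromosome 6 in EV clone E8 and -0.36 for chromosome 2 in EV clone B6. Among the CD4 clones it was 0.24 (D4) and 0.30 (D8) for chromosome 6. For chromosome 17 it was 0.19 and 0.20 in the CD4 clones and -0.20 and -0.22 in the dC1 clones, and for chromosome 10 it was -0.17 and -0.18 in the CD4 clones and 0.14 in both dC1 clones. The EV clones B6 and E8 had -0.15 and 0.13 for chromosome 17 and 0.26 and -0.18 for chromosome 10.

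**Figure D3:**
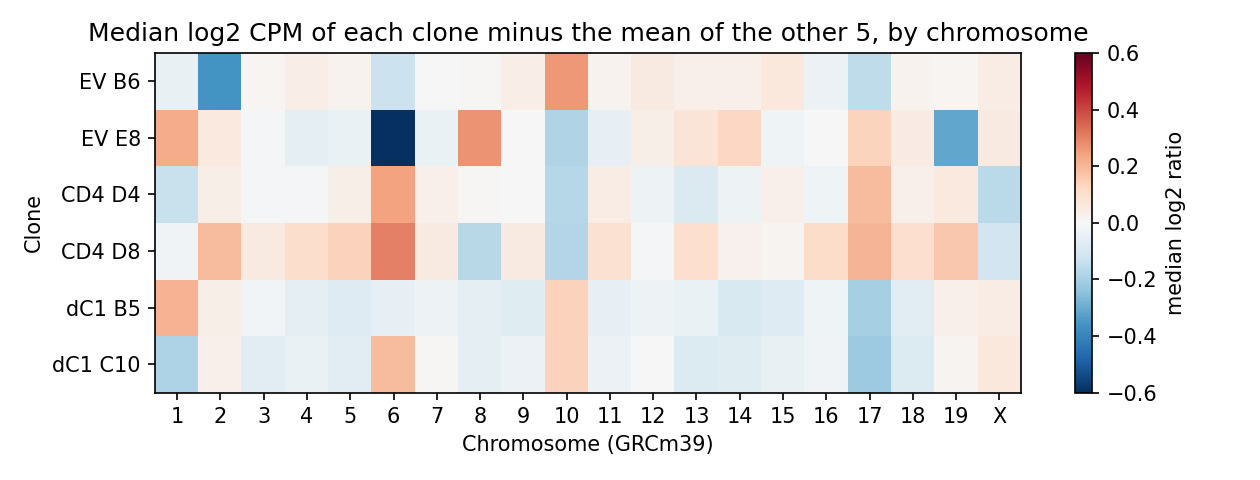
Median over the genes of each chromosome (horizontal axis) of the log2 CPM of a clone minus the mean of the other 5 clones, for the 6 clones (vertical axis), with the colour scale in log2 units. Chromosome 6 in EV clone E8 has the lowest median, -0.60.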

Values the study reported

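The study reported 359 genes significantly upregulated, at a log2 fold change above 2 and q below 0.01, in at least one of the comparisons of CD4 or dC1 with EV in the NIH/3T3 clones. It gave uniquely mapped read rates of 90% to 94%.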

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

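No paired analysis was possible because the labels name each clone and give no number shared between groups. Of the log2 fold changes that were refitted under the alternatives, only that of Cic in CD4 over EV changed sign. Those of Fli1 and Lbh against EV, of Pdzd2 in dC1 against CD4 and of single genes of the target list that the study does not plot were not refitted, and glmTreat was used for counts only. The log2 fold change of Cic was -0.0208 with upper quartile normalization, -0.0507 with library size only, -0.00644 with chromosome medians removed, -0.109 without EV replicate 2 and -0.0427 without CD4 replicate 1. Its adjusted P ranged from 0.856 to 0.978 over the alternatives.

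Counts of called genes depended on the test and the thresholds more than on the size factors. With RLE, upper quartile, library size only, a mean CPM of at least 1 or chromosome medians removed (chosen after seeing the data), every count stayed within 1.5 times that reported. Library size only moved the median log2 fold change of all genes to -0.10 in CD4 over EV and 0.10 in dC1 against CD4, and 80.6% and 78.5% of the calls were shared with TMM. Genes are given as higher and lower in CD4 over EV, dC1 over EV and dC1 against CD4, then in the union, in both, lower in dC1 among CD4-induced genes, and still higher in dC1.

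With DESeq2 the counts were 525 and 445, 246 and 212, 307 and 346, then 634, 137, 310 and 200. Without a filter they were 600 and 562, 278 and 277, 349 and 419, then 727, 151, 372 and 210. At an adjusted P under 0.05 they were 651 and 511, 230 and 158, 333 and 443, then 746, 135, 405 and 187. At an absolute log2 fold change over 1 they were 675 and 409, 118 and 50, 231 and 302, then 719, 74 and 210. With the edgeR 4 estimation, 218 genes were lower in CD4 over EV, 53 lower in dC1 over EV, and 142 higher and 234 lower in dC1 against CD4, with 214 CD4-induced genes lower in dC1. With only the groups compared in the fit, 196 and 44 genes were called in CD4 over EV and 16 and 12 in dC1 over EV, with 203 in the union, 9 in both and 9 CD4-induced genes still higher in dC1. Against a log2 fold change of 1 (glmTreat), the counts were 130 and 20, 17 and 3, 6 and 39, then 135 and 12. The cause of these differences was not tested, although on simulated data DESeq2 made more false calls (14 against 5) than the edgeR test and 9 calls against 0 in an unchanged contrast. The higher genes were 70.1% of the CD4 over EV calls, against 54.1% with DESeq2, 51.6% without a filter and 81.7% with only the groups compared. For dC1 over EV these percents were 76.5, 53.7, 50.1 and 57.1, and 65.4 with the edgeR 4 estimation. For dC1 against CD4 they were 36.3, against 47.0 with DESeq2. DESeq2 called 98.9% of the CD4 over EV genes reported, all 98 of the dC1 over EV genes and 98.2% of the dC1 against CD4 genes.

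Leaving out a clone of the group not compared changed the counts although the groups compared kept all clones. The genes higher in CD4 over EV ranged from 197 to 218 and the lower genes from 45 to 54, and in dC1 over EV they were 17 and 11 in each fit. In dC1 against CD4 the counts rose instead, to 89 to 91 higher and 167 to 169 lower genes without an EV clone. The cause was not tested. No P-values or calls are reported for fits with 1 clone left in a compared group.

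Choosing genes on B6 and D4, B6 and D8, E8 and D4, or E8 and D8 gave 764, 850, 795 and 876 genes. In these sets, which are larger than the 328 CD4-induced genes, the share lower in dC1 was 86.0%, 85.8%, 84.4% and 85.0%. Among the CD4-induced genes it was 91.2% to 94.5% across the fits that each left out a clone. The retained share was 26.6%, 33.4%, 26.8% and 32.4% with these choices, 38.2% with a prior count of 2, and 38.5% to 45.7% without a clone. The position of dC1 ranged from 0.366 to 0.459 without a clone. The correlation was 0.413 and 0.443 with separate EV clones and 0.503 to 0.614 without a clone. The cause was not tested, but separate EV clones remove the shared control. Under camera with an estimated correlation, the target list had P = 0.0919 for dC1 over EV and 0.0597 for dC1 against CD4. Without a clone, the cluster with its highest mean in dC1 held 25 to 93 genes, that with dC1 near EV 183 to 266 and that with dC1 in between 0 to 146.

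For the named genes and the median of the target list, 33 of 344 values under other settings changed: 18 weaker, 10 stronger, 3 of opposite sign and 2 moved. Of 246 values without a clone, 16 were weaker and 9 moved by more than the spread between clones. That spread is small for genes with 0 reads in a group, so the move can be slight, as for Muc5ac in dC1 against CD4 (-19.48 against -19.53). The sign changes of Cic without a clone lie within the spread and are not among the 9.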

Other observations

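Of the tests below, only those of transgene reads on Cic, of clone-specific copy number by neighbouring calls and of regression to the mean were set before the data were examined. All others were chosen only after a result was seen. Among these, what each outcome would mean was written down before the value was known for the Cic region, the neighbours and flanks of called genes, gene families, the removal of chromosome medians and the log2 shares of the silent genes, but not for the chromosome shifts, the linear shares of the silent genes or clone D8.

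The mouse Cic count was examined for reads of the human transgene. Had such reads aligned to mouse Cic, all 4 CD4 and dC1 clones should exceed both EV clones. This prediction takes the transgene level as similar in CD4 and dC1, but the paper reported more fusion protein in the dC1 clones. Only 2 of the 4 clones exceeded both EV clones, and both were dC1 clones. The CD4 clones therefore gave no sign of such reads, while the dC1 clones leave it open. A gain of the region around Cic in the dC1 clones is argued against, because the median log2 fold change of the 26 tested genes within 1 Mb was -0.0575 in dC1 over EV, and 1 of them reached the value of Cic. Reads of the transgene and a higher level of the mouse transcript in dC1 cannot be told apart without reads over human-specific bases, which were not analysed here.

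The clones differ in more than the transgene, so copy number was weighed for the called genes. The test set before the data were examined came out as copy number predicts in CD4 over EV. There 13.3% of called genes lay beside a called gene of the same direction. The average over 1000 shuffles was 3.98%, and no shuffle was as high. The share was lower in dC1 over EV, with 6.12% against 0.998% and 18 of 1000 shuffles as high. In dC1 against CD4 it was 5.43% against 1.76%, with 10 of 1000 shuffles as high. The genes called in CD4 over EV were spread over 20 chromosomes, with 11.4% of them on chromosome 7, which holds 7.80% of the tested genes. With chromosome medians removed, 90.2% of the CD4 over EV calls were kept. Few could be lost, because the medians reached only -0.60 while a call needs an absolute log2 fold change over 2. This value therefore bears on whole-chromosome shifts only and cannot decide on copy number of segments. The level of neighbouring genes argues against segments that carry several genes as the cause of most calls. The nearest tested neighbours of called genes had a median log2 fold change of 0.33 in the direction of the called gene, whereas the called genes had a median of 3.28. Copy number of parts of the set stays open, since 27.9% of these neighbours moved by more than 1 against 13.6% of all genes in a given direction.

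The excess of neighbouring calls in CD4 over EV was followed further. It was 11.7% with chromosome medians removed and 12.9% with neighbours that share the first 3 letters of their symbols left out, and in neither case was any of 1000 shuffles as high. These values argue against whole-chromosome shifts and gene families. The 56 tested genes that flank the 28 runs of called genes had a median log2 fold change of 0.20 in the direction of the run, and 21.4% of them moved by more than 1 against 13.6% of all genes. In dC1 against CD4 the median was 0.56 and the percent 25.0 over only 12 flanking genes, and in dC1 over EV the median was 0.14 and 0 of 6 flanking genes moved by more than 1. Altered segments that end at a run leave its flanks unmoved, so copy number of segments and regulation of neighbouring genes together cannot be told apart here, and either may account for the excess.

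Whole-chromosome shifts of expression appeared in some clones. Shuffling genes over chromosomes 1000 times gave 0 pairs of clone and chromosome beyond 0.2, against 11 observed. After regression on GC content 10 of the 11 remained beyond 0.2, and chromosome 6 in EV clone E8 kept a median of -0.60. These values argue against chance scatter and GC content. With each chromosome split into 4 parts of equal gene number, all 11 pairs had the same sign in every part, which decides nothing because pairs chosen for a large median have such parts almost by construction. Copy number of whole chromosomes therefore stays open, and genomic DNA would test it. The CD4 and dC1 clones had opposite signs on chromosomes 10 and 17, but the EV clones, which share a construct, also differed from each other there, with 0.26 (B6) and -0.18 (E8) on chromosome 10 and -0.15 and 0.13 on chromosome 17. The agreement within CD4 and within dC1 therefore does not set these shifts apart from differences between clones. A modest fold change on a shifted chromosome may carry such a shift in every contrast. With chromosome medians removed, 90.2%, 92.9% and 93.7% of the calls were kept in CD4 over EV, dC1 over EV and dC1 against CD4.

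Choosing genes on CD4 favours high values in CD4, so regression to the mean was tested for the share of CD4-induced genes lower in dC1. With genes chosen on an EV and a CD4 clone and measured on the others, the lowest of 4 shares was 84.4%. These choices held 764 to 876 genes, more than the 328 CD4-induced genes. Simulations with dC1 equal to CD4 gave 56.9%, so regression to the mean is argued against as the whole cause. The retained share did fall in this check, over these larger sets.

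CD4-induced genes that were silent in EV kept less of their induction in dC1 than the others on the linear scale, where the 92 genes with at most 3 reads in both EV clones kept a median of 1.33%, and the other 236 genes 20.3%, a difference of -18.95 percentage points (permutation test across genes, 2-sided, P = 6e-05). Genes are not independent replicates, so this P covers the spread across genes and not that between clones. Each dC1 clone showed the lower share of the silent genes, with 1.10% and 17.4% in B5 and 1.32% and 22.5% in C10. A lower level in CD4 is argued against as the cause of this linear gap, because the gap was at least 17.5 percentage points in each of 3 bins of CD4 expression, although the upper bin held only 6 silent genes. The silent genes also had larger fold changes, with a median log2 fold change of at least 5.74 against 2.90, and a larger fold change gives a lower linear share at an equal log2 share. On log2 the silent genes also kept less, with a difference of -43.0 percentage points with genes at the floor at their bound, -26.1 with a prior count of 2 and -15.4 as fitted. A further treatment set with these left out genes at the floor in both EV and dC1, which left 51 silent genes. There the silent genes kept more, with 58.6% against 46.4%, a difference of 12.1 percentage points in the opposite direction. That treatment was dropped, because its filter depends on the outcome. The size of the log2 difference depends on the EV level assumed below the floor, which has no lower limit. Whether the silent genes depend more on the C1 domain or only have larger fold changes therefore cannot be told apart.

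CD4 clone D8 departed further from EV than D4. The CD4-induced genes were higher in D8 than in D4 by a median log2 of 0.29, and the 140 genes lower in CD4 were lower in D8 by a median of -0.68. A scaling error would move both sets alike, so normalization of the D8 library is argued against. The genes called in dC1 over EV, a set not chosen on the CD4 level, moved in the same way. The median was 0.27 for the higher and -0.39 for the lower genes. However, 44 of these 75 higher genes and 12 of these 23 lower genes were also called in CD4 over EV. The set is therefore not a separate check. A stronger response to the fusion in D8 is a candidate explanation, and other differences between the clones stay open.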
